# Codon usage optimization in pluripotent embryonic stem cells

**DOI:** 10.1186/s13059-019-1726-z

**Published:** 2019-06-07

**Authors:** Susanne Bornelöv, Tommaso Selmi, Sophia Flad, Sabine Dietmann, Michaela Frye

**Keywords:** Stem cell self-renewal, Differentiation, Codon bias, tRNA modifications

## Abstract

**Background:**

The uneven use of synonymous codons in the transcriptome regulates the efficiency and fidelity of protein translation rates. Yet, the importance of this codon bias in regulating cell state-specific expression programmes is currently debated. Here, we ask whether different codon usage controls gene expression programmes in self-renewing and differentiating embryonic stem cells.

**Results:**

Using ribosome and transcriptome profiling, we identify distinct codon signatures during human embryonic stem cell differentiation. We find that cell state-specific codon bias is determined by the guanine-cytosine (GC) content of differentially expressed genes. By measuring the codon frequencies at the ribosome active sites interacting with transfer RNAs (tRNA), we further discover that self-renewing cells optimize translation of codons that depend on the inosine tRNA modification in the anticodon wobble position. Accordingly, inosine levels are highest in human pluripotent embryonic stem cells. This effect is conserved in mice and is independent of the differentiation stimulus.

**Conclusions:**

We show that GC content influences cell state-specific mRNA levels, and we reveal how translational mechanisms based on tRNA modifications change codon usage in embryonic stem cells.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-019-1726-z) contains supplementary material, which is available to authorized users.

## Background

Understanding normal tissue development and disease susceptibility requires the knowledge of mechanisms determining lineage fate decisions in embryonic stem and progenitor cells. While the transcriptional networks governing the naïve and lineage committed states are now increasingly understood [1–3], it remains largely unknown whether and how translational mechanisms contribute to early cell fate decisions.

Translation of mRNA takes place on ribosomes, and distinct sets of tRNAs link each nucleotide triplet in mRNA to a corresponding amino acid. The genetic code is degenerate, because the 64 codons (triplets) encode for only 20 amino acids. Thus, single amino acids are often encoded by multiple synonymous codons that are not used randomly. The uneven use of synonymous codons in the transcriptome is commonly found in different organisms and called codon bias [4]. The selective use of optimal codons that correspond to abundant tRNAs has been suggested to improve translational efficiency by fine tuning translation elongation rates [5–7]. Yet, the importance of codon bias in regulating gene expression programmes remains debated, because other features of the coding sequence, such as guanine-cytosine (GC) content and mRNA secondary structure, also strongly influence translation elongation efficiency [8, 9].

The hundreds of tRNA genes interspersed in the human genome encode only 47 out of the 64 possible tRNA anticodons. Codons lacking a corresponding tRNA are translated via wobble base pairing. While the standard Watson-Crick base pairing is required at the first and second positions, so-called wobbling at the third position can allow otherwise-disfavored base pairing such as between guanosine and uracil [10, 11]. The affinity by which synonymous codons are recognized via wobble base pairing can vary, and the translation kinetics of different codon-anticodon pairs is further influenced by modified nucleotides present in tRNAs [12]. Specifically, position 34 in tRNAs, corresponding to the wobble position, carries a wide range of chemical modifications, including 2’O-methylribose, 5-methylcytidine, 5-methoxycarbonylmethyl, 5-carbamoylmethyl, and their derivatives, as well as direct adenine-to-inosine editing (A34I) [13–15]. These modifications can dramatically alter codon translation rates and for instance adapt protein synthesis to external stress stimuli [16–23].

Whether optimal codon usage through tRNA modifications can regulate cell fate has been unexplored. Therefore, using human embryonic stem cells (hESCs) as a model system, we analysed codon usage optimization during self-renewal and differentiation. We triggered the exit of pluripotency by exposure to retinoic acid [24, 25]. We found that the differentially expressed genes between the cell states were strongly biased by GC content. By analysing the translation kinetics at the ribosomes, we found that self-renewing embryonic stem cells optimized codon usage of specific codons that depended on inosine-modified tRNAs for translation. The differential codon bias was independent of the nature of the differentiation stimulus. In summary, we reveal a codon bias driven by tRNA modifications that defines pluripotent embryonic stem cells.

## Results

### RNA expression and translation highly correlate in self-renewing and differentiating cells

To determine mRNA expression and translation levels in self-renewing and differentiating human embryonic stem cells (hESCs), we performed RNA-sequencing (RNA-seq) and ribosome footprint profiling (Ribo-seq). 

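The RNA-seq and Ribo-seq libraries came from an established line of human embryonic stem cells, which the sample labels call H9 and the paper's methods Hues9 (H9), although these are names of different lines. There were 4 replicates of each state in each assay and 16 libraries in all. Ribo-seq sequences the mRNA fragments that ribosomes protect from digestion, so its counts follow ribosomes on coding sequences. Self-renewing cells were collected on day 0 and differentiating cells on day 5 of treatment with 1 µM RA. The paper's methods give the control medium as either conditioned KSR medium with FGF2 or Essential 8 medium, while the sample labels give the former for the control cells and Essential 8 medium for routine culture. The authors trimmed adapters, aligned the reads to hg38 with Tophat2, left out alignments to several places, and counted reads per gene with featureCounts on the GENCODE 23 annotation, on the sense strand and with a mapping quality of at least 20. RNA-seq counts cover all annotated exons and Ribo-seq counts cover annotated coding sequences. Both tables hold raw counts without normalization, and the columns of each RNA-seq replicate, taken as runs of one library, were summed here. The self-renewing RNA-seq libraries held between 21564981 and 29947988 counts (median 28104282.5), and the differentiating ones between 16562313 and 25701711 (median 21145802.5). In Ribo-seq, the totals were 4255847 to 9752484 (median 5935504) in self-renewing and 4406657 to 5033186 (median 4669541.5) in differentiating cells. Replicates differed by more than the sampling noise, since the chi-square per degree of freedom was between 4.44 and 55.2 for pairs of replicates in RNA-seq and between 2.90 and 9.09 in Ribo-seq. Neither the labels nor the paper's text give a batch or a date, and the replicate numbers were not used to pair libraries. Counts were scaled within each assay by edgeR's TMM method and are given as CPM, the counts scaled to a common library size. Genes kept by edgeR's filterByExpr were tested with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are those of differentiating over self-renewing cells. Standard errors of fold changes are the size of the log2 fold change over the square root of the quasi-likelihood test's F statistic. They can be too small for genes with few counts in a state. The Ribo-seq to RNA-seq ratio was tested as the interaction of assay and state in one model of all 16 libraries. A gene with at most 3 counts in every library of a state has its fold change given as a lower bound against that floor. Such floors, and the intervals given for shares of genes, cover counting error only.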

We induced the exit of pluripotency of hESCs by removing the growth factor FGF-2 and exposing the cells to retinoic acid (RA), one of the best characterized stimuli to induce early embryonic differentiation (Fig. 1a) [26, 27].

**Fig. 1:**
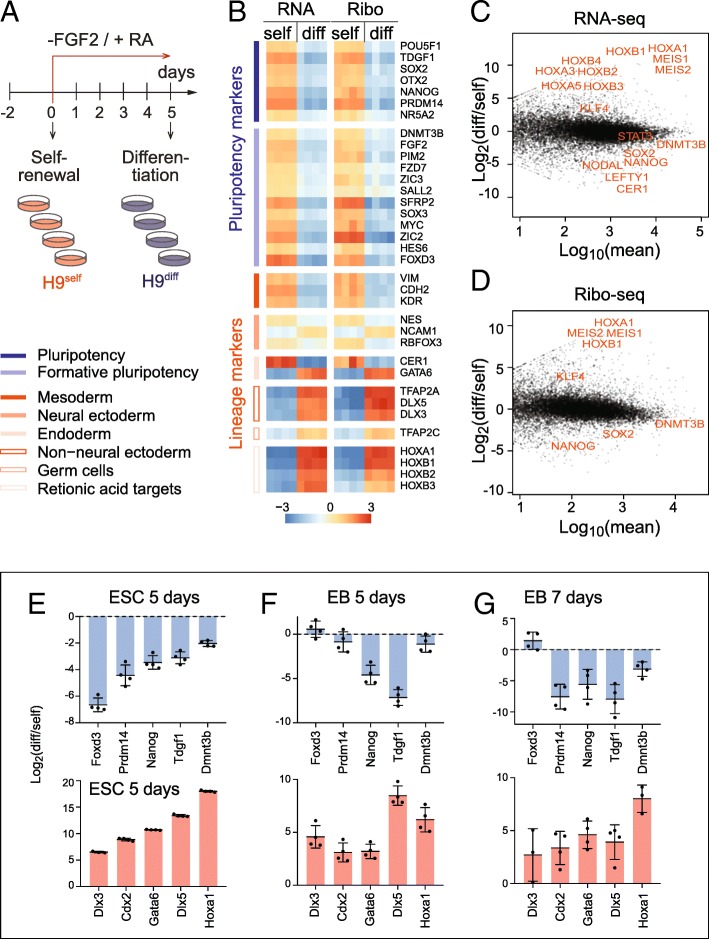
Profiling mRNA expression and translation in self-renewing and differentiating hESCs. **a** Treatment regime to differentiate the hESCs (H9) by removing FGF-2 from and adding retinoic acid (RA) to the culture medium. Four replicates of self-renewing (H9^self^) and differentiating (H9^diff^) hESCs were used for RNA-seq and Ribo-seq analyses. **b** Expression heatmap of pluripotency (blue) and lineage (red) markers measured by RNA-seq and Ribo-seq. Expression is shown as log_2_ difference to the mean. Markers in each group are ordered by decreasing expression. **c**, **d** MA plots showing the log_2_ fold change of differentiated (diff) versus self-renewing (self) hESCs against mean expression in either RNA-seq (**c**) or Ribo-seq (**d**). Examples of significant genes related to differentiation are shown in red. **e–g** RT-qPCR confirming similar change in RNA levels of pluripotency markers (upper panels) and lineage markers (lower panels) in hESCs RA-differentiated for 5 days (**e**) and in embryoid bodies grown for 5 days (**f**) or 7 days (**g**). Shown is the mean (*n* = 3–4). Error bars s.d.

After sequencing, we determined the quality of the Ribo-seq data. The library composition of self-renewing and differentiating hESCs was comparable and contained a considerable number of reads mapping to ribosomal RNAs (rRNA), transfer RNAs (tRNAs), and adapter dimers, as expected (Additional file 1: Figure S1A). 

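In RNA-seq, 15033 of the 18643 genes tested had an adjusted p-value under 0.05, of which 7827 were higher in differentiating and 7206 in self-renewing hESCs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Ribo-seq, 8805 of 11950 genes passed the same threshold, with 4580 higher in differentiating and 4225 in self-renewing hESCs. The threshold moved these counts most among the alternatives, and at an adjusted p-value under 1e-10 there were 2227 genes in RNA-seq and 700 in Ribo-seq. A change of at least 2-fold in addition to the first threshold left 7209 genes in RNA-seq and 3723 in Ribo-seq. The Ribo-seq to RNA-seq ratio had changed in 5591 of the 11893 genes tested in both assays. Of these, 4035 were higher and 1556 lower in differentiating hESCs, against a median log2 ratio of 0.20 over all genes. This split depended on the scaling, with 2706 higher and 2531 lower under DESeq2, 2968 and 2166 with TMM over all 16 libraries together, and 5006 and 1184 with library size only. Among protein-coding genes with a mean of at least 100 counts in both assays, HAND1 (ENSG00000113196; chromosome 5 of GRCh38, 154474972 to 154478264) had one of the largest rises. It had no count in any self-renewing library and 28.6 ± 3.51 CPM (SD, n = 4) in differentiating RNA-seq libraries, at least 202-fold higher. Ribosome footprints of ZIC5 (ENSG00000139800; chromosome 13, 99962964 to 99971909) were at least 58.1-fold lower in differentiating hESCs. The 3 highest log2 ratios were those of the mitochondrial gene MT-CYB at 2.71, COL12A1 at 2.66 and SULF2 at 2.66. MT-CYB was lower in differentiating RNA-seq replicate 1 (422 CPM) than in the others (519 to 524 CPM). The RNA-seq level of SULF2 did not differ detectably between the states (log2 fold change 0.018), although it passed the threshold without differentiating replicate 4 (−0.18). RPS16 and RPLP1 were among the 3 lowest, at −6.42 and −3.20, but their RNA-seq levels varied widely between differentiating libraries. RPS16 had 360.0, 352, 70.6 and 15.3 CPM in replicates 1 to 4, against 7.09 to 9.60 CPM in the self-renewing libraries.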

We found a large number of genes differentially expressed (Additional file 1: Figure S1B; Additional file 2: Table S1). The biological replicates were highly correlated (*r* = 0.98–1.00) and clustered together (Additional file 1: Figure S1C). In contrast, the correlation between self-renewing and differentiating samples were much lower (*r* = 0.70–0.77 in Ribo-seq; *r* = 0.85–0.88 in RNA-seq). Both the read length distribution and the strong reading frame periodicity for reads of 27 to 29 nucleotides in length confirmed sufficient coverage of mRNAs to analyse translation at single codon resolution (Additional file 1: Figure S1D-F) [28]. 

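Pearson's r of log2(CPM + 1) was computed across genes for each pair of libraries of one state, 12 pairs per assay. In RNA-seq it lay between 0.993 and 0.998 with a median of 0.996, and in Ribo-seq between 0.985 and 0.992 with a median of 0.990. The lowest values in both assays were between differentiating libraries. Genes are not independent replicates, so these correlations carry no p-value. With a pseudocount of 0.1 in place of 1, the median fell to 0.985 in Ribo-seq.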

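Over the 16 pairs of a self-renewing and a differentiating library, Pearson's r of log2(CPM + 1) across genes was 0.875 to 0.892 in RNA-seq (median 0.885) and 0.803 to 0.837 in Ribo-seq (median 0.819). Every pair of replicates correlated more closely than every pair across the states in the same assay. Leaving out the filter on low counts moved the Ribo-seq median most, to 0.912. Without a log, the Ribo-seq correlation was 0.700 to 0.767, and on that scale the RNA-seq correlations across the states rose to between 0.924 and 0.987, and the lowest between replicates was 0.931, so the separation did not hold there.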

Metagene analysis further confirmed a strong enrichment of reads over the coding sequences, with only a small number of reads mapping to the 5′ UTRs and nearly no reads at the 3′ UTRs (Additional file 1: Figure S1G). 

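Across the genes tested in both assays, the log2 fold changes of Ribo-seq and RNA-seq had a Pearson's r of 0.919 and a Spearman's rho of 0.815. No p-value is given, since genes are not independent replicates. A difference at an adjusted p-value under 0.05 was found in both assays for 7689 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 6994 (91.0%) changed in the same direction. Of the 695 genes that changed in opposite directions, 453 were lower in RNA-seq and higher in Ribo-seq of differentiating hESCs, 242 were the reverse, and 38 encode ribosomal proteins. Another 2246 genes passed the threshold in RNA-seq only and 1085 in Ribo-seq only. The slope of the Ribo-seq on the RNA-seq log2 fold change was 0.908.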

Finally, the differentially abundant genes in the Ribo-seq and RNA-seq datasets highly correlated (Additional file 1: Figure S1H), suggesting that transcriptional mechanisms might be the dominant factor changing mRNA levels upon exit from pluripotency [29].

Induction of stem cell differentiation using RA in the absence of FGF-2 induced transcripts of all primary germ layers (Additional file 3: Table S2). Both RNA-seq and Ribo-seq confirmed the existence of heterogeneous cell populations expressing markers of ectoderm, endoderm, and mesoderm, while pluripotency markers were consistently repressed (Fig. 1b-d) [30–33]. 

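Among the lineage markers that rose, GATA6 (ENSG00000141448; chromosome 18 of GRCh38, 22169443 to 22202528), an endoderm marker in Fig. 1b, went from 0.126 ± 0.0490 to 31.6 ± 7.55 CPM in RNA-seq (SD, n = 4 in each state). Its log2 fold change was 7.94 (adjusted p = 9.59e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The non-neural ectoderm markers TFAP2A, DLX5 and DLX3 were at or under 3 counts in every self-renewing RNA-seq library and rose by at least 775-fold, 149-fold and 95.7-fold. NCAM1, a neural ectoderm marker, rose from 5.23 ± 0.590 to 17.3 ± 2.49 CPM (SD, n = 4), a log2 fold change of 1.73. The mesoderm markers of Fig. 1b, VIM, CDH2 and KDR, were all lower in differentiating hESCs, with log2 fold changes from −5.58 to −3.99 in RNA-seq and from −4.40 to −3.66 in Ribo-seq. VIM (ENSG00000026025; chromosome 10, 17228259 to 17237593) fell from 935 ± 94.3 to 59.0 ± 7.17 CPM in RNA-seq (SD, n = 4). Of the other markers of these layers, NES, RBFOX3 and CER1 were also lower in both assays, although 1 self-renewing library in each assay lay above the others for RBFOX3, and the germ cell marker TFAP2C was higher in both.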

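All 7 pluripotency markers and all 12 formative pluripotency markers of Fig. 1b were lower in differentiating hESCs in both assays at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the first 7 ranged from −6.39 to −2.29 in RNA-seq and from −5.52 to −2.38 in Ribo-seq. POU5F1 (ENSG00000204531; chromosome 6 of GRCh38, 31164337 to 31180731) fell from 1611 ± 94.0 to 241 ± 57.4 CPM in RNA-seq (SD, n = 4), a log2 fold change of −2.74 (standard error 0.12, adjusted p = 4.49e-12 from edgeR's quasi-likelihood test). In Ribo-seq it fell from 296 ± 28.5 to 37.3 ± 16.1 CPM, and differentiating replicate 2 held 61.3 CPM against 27.5 to 32.5 in the others. NANOG (ENSG00000111704; chromosome 12, 7787794 to 7799141) fell from 110.4 ± 3.98 to 3.35 ± 0.868 CPM in RNA-seq (SD, n = 4), and SOX2 from 164 ± 9.58 to 12.1 ± 1.08 CPM. FOXD3 reached the floor of 3 counts in every differentiating RNA-seq library and was at least 126-fold lower. Of the 48 genes that the paper names in its text or in Figs. 1b to d and 6, 47 had changed in RNA-seq and 46 in Ribo-seq, both when adjusted over all genes tested and when adjusted over the list alone. The genes labelled in Fig. 1c and d are examples of significant genes from the same samples, so for these the count over the list is not independent evidence.

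**Figure D1:**
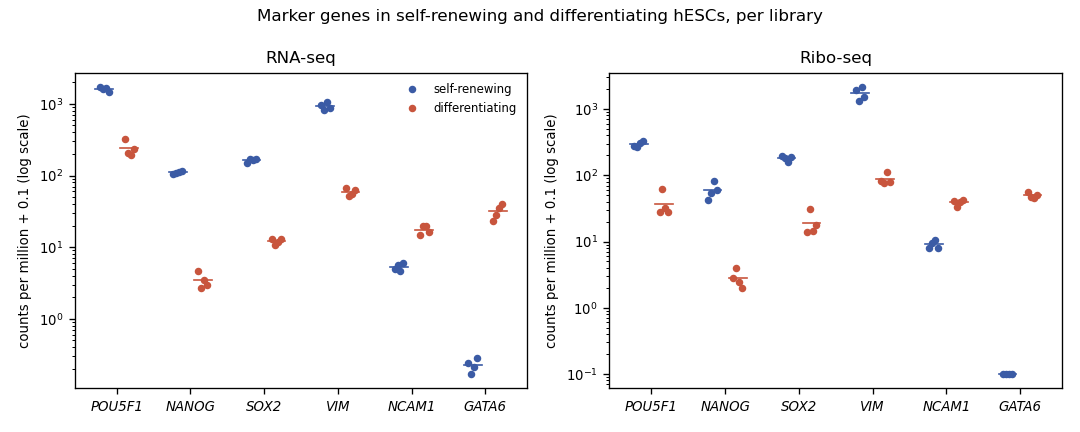
CPM plus 0.1 on a log scale for 6 marker genes in RNA-seq (left) and Ribo-seq (right). Each point is a library (n = 4 per state) and each line the mean, and in RNA-seq POU5F1 falls from a mean of 1611 to 241 CPM.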

The upregulated genes further included the *Hox* family, which is known to be regulated through RA-signalling in early embryonic development [34]. 

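Of the 39 HOX genes, 13 had enough counts to be tested in RNA-seq and 10 in Ribo-seq, and all of these were higher in differentiating hESCs at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the tested genes, 12 in RNA-seq and all 10 in Ribo-seq had at most 3 counts in every self-renewing library. Such genes could pass the filter only by rising, so their shared direction adds no evidence. The family tests below rest on the same genes. In RNA-seq, 4 belonged to the HOXA, 7 to the HOXB and 2 to the HOXC cluster, and none of the 9 HOXD genes exceeded 3 counts in any RNA-seq library. HOXB1 (ENSG00000120094; chromosome 17 of GRCh38, 48528526 to 48530997) was at least 696-fold higher in RNA-seq and at least 201-fold higher in Ribo-seq, where differentiating replicate 1 held 169 CPM against 143 to 145 in the others. As a family, the HOX genes had an adjusted p of 6.17e-08 in RNA-seq and 3.16e-07 in Ribo-seq from camera with its preset correlation of 0.01, with Benjamini-Hochberg adjustment over 12 family tests. Camera tests a set against the other genes, and fry tests it against no change. Both results were also under 0.05 with fry (8.88e-10 and 6.79e-09) but not with an estimated correlation in camera, where the adjusted p was 0.103 and 0.0667. With the floor in place of the self-renewing counts, the median log2 fold change of the tested genes was 5.64 in RNA-seq and 3.67 in Ribo-seq.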

To further confirm that we efficiently differentiated the hESCs, we also grew hESCs in suspension to induce their differentiation into embryoid bodies (EBs) for 5 and 7 days [35]. The change of mRNA levels of pluripotency and lineage markers were comparable to RA-induced differentiation (Fig. 1e–g). Thus, RA-treated hESCs exited the pluripotent state and underwent cell differentiation.

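The labels of Fig. 1c and d include genes outside the marker groups of the heatmap. MEIS2 (ENSG00000134138; chromosome 15 of GRCh38, 36889204 to 37101299) rose from 0.245 ± 0.0702 to 340.5 ± 35.0 CPM in RNA-seq (SD, n = 4 in each state), a log2 fold change of 10.39 (adjusted p = 4.05e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KLF4 rose from 1.97 ± 0.186 to 17.4 ± 1.06 CPM. STAT3 fell from 92.4 ± 2.04 to 43.3 ± 0.980 CPM, NODAL from 22.3 ± 2.36 to 0.481 ± 0.284 CPM and LEFTY1 from 74.2 ± 7.71 to 0.461 ± 0.148 CPM, with only 6 counts in differentiating replicate 3. In each of these genes, every differentiating RNA-seq library lay on the same side of every self-renewing one. CDX2, which the paper measured by RT-qPCR, had no count in any self-renewing RNA-seq library and was at least 62.8-fold higher in the differentiating ones. From the loss of pluripotency markers and the rise of lineage markers, the paper concludes that RA-treated hESCs left the pluripotent state and differentiated.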

### Codon composition of cell state-specific mRNAs is biased towards GC content

We next asked whether self-renewing and differentiating cells optimized their translational programmes by using cell state-specific codons. First, we selected all well-annotated coding sequences from the consensus coding sequence project [36]. Then, we calculated the relative codon frequency of each gene; thereby, each gene was represented as vector of 64 codon frequencies. 

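Codon frequencies were computed from the coding sequences of 19194 genes in GENCODE 44, taking for each gene the longest one in the consensus coding sequence project, since the authors' GENCODE 23 was not at hand. Genes with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) formed the upregulated groups. Of these, 5329 genes upregulated in differentiating and 6325 in self-renewing hESCs by RNA-seq had a coding sequence, and 4536 and 4210 by Ribo-seq. The mean GC share at the third codon position was 60.1 ± 16.5% over all coding genes (SD across genes). It was 58.5% for genes upregulated in differentiating and 57.9% for those upregulated in self-renewing hESCs by Ribo-seq. These means lay below those of all 10000 random lists of the same size from all coding genes. Only tested genes can be upregulated, however, and the genes tested in Ribo-seq had a mean of 58.2%. Against these, the differences were 0.31 points in differentiating (percentile 94.2) and −0.35 points in self-renewing hESCs (percentile 4.73). The 2-fold threshold reversed both differences from all coding genes. Among genes that had changed at least 2-fold, the mean was 60.9% (2166 genes, percentile 99.6 of the random lists) and 61.3% (1519 genes, percentile 99.9).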

Using our data, we defined two groups of genes: (i) significantly upregulated genes in self-renewing hESCs and (ii) significantly upregulated genes in differentiating hESCs, and then calculated the overall codon usage compared to all genes (Fig. 2).

**Fig. 2:**
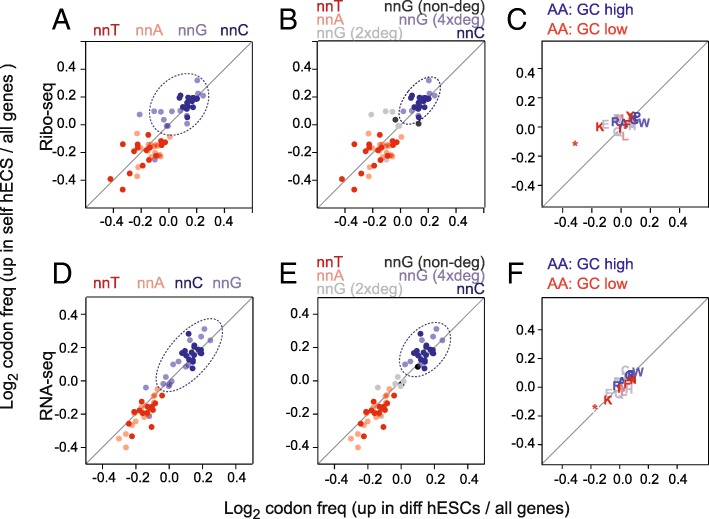
Genomic GC content influences codon usage. **a–f** Overview of codon (**a**, **b**, **d**, **e**) and amino acid (**c**, **f**) enrichment in differentially expressed genes measured by Ribo-seq (**a–c**) and RNA-seq (**d–f**). Enrichment was calculated as log_2_ fold change of codon or amino acid frequency in differentiation or self-renewal genes relative to all genes. Codons are colour coded according to their third nucleotide (**a**, **d**) and are further separated by *nn*G codon degeneracy (**b**, **e**). Dotted circles highlight the most enriched codons in response to the retinoic stimulus

We reasoned that if codon bias contributed to altering mRNA translation between self-renewing and differentiating cells, then it would be most likely to occur at the wobble positions due to the relaxed base pairing and the degeneracy of the genetic code. Therefore, we subdivided the codons according to the base at the wobble positions (*nn*A, *nn*T, *nn*C, and *nn*G) (Fig. 2a). 

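Enrichment was taken as the log2 ratio of the mean codon frequency in an upregulated group to that in all coding genes. Over the 61 sense codons, Pearson's r between the enrichments in the groups upregulated in self-renewing and in differentiating hESCs was 0.413 by Ribo-seq, and 41 codons had the same sign. The value depended on the threshold and on the reference. It was −0.09 among genes that had changed at least 2-fold and −0.96 with only the genes tested in Ribo-seq as reference. The latter follows partly from the construction, since most tested genes belonged to one of the groups. Codons are not independent, so no p-value is given.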

The codon enrichment ratios were highly similar for both the upregulated genes in self-renewing and differentiating hESCs (Fig. 2a). 

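By Ribo-seq, the mean log2 enrichment of the 16 codons ending in C was −0.05 ± 0.06 (SD across codons) in genes upregulated in differentiating and −0.12 ± 0.11 in those upregulated in self-renewing hESCs. Codons ending in G had −0.03 ± 0.05 and −0.01 ± 0.09, those ending in A 0.05 ± 0.03 and 0.08 ± 0.09, and those ending in T 0.06 ± 0.05 and 0.05 ± 0.12. In genes that had changed at least 2-fold, all 8 means had the opposite sign. Codons ending in C then had a mean of 0.04 ± 0.04 in genes upregulated in differentiating hESCs, and those ending in A −0.05 ± 0.04. In genes upregulated in self-renewing hESCs, the corresponding means were 0.0046 ± 0.0938 and −0.07 ± 0.10. In genes upregulated at least 2-fold in differentiating hESCs, 13 of the 16 codons ending in C and 10 of the 15 sense codons ending in G were above 0.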

Genes that changed most in expression upon retinoic acid treatment were commonly enriched in G and C at the wobble position (Fig. 2a; dotted circle) and depleted in A and T. While *nn*C codons clustered closely together, *nn*G codon were more diffuse; this was correlated to the codon degeneracy. 

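Among genes upregulated at least 2-fold in differentiating hESCs by Ribo-seq, the 8 4-fold degenerate codons ending in G had a mean log2 enrichment of 0.06 ± 0.05 (SD across codons), and 7 of them were above 0. The 7 other sense codons ending in G had a mean of −0.03 ± 0.06, with 3 above 0. In self-renewing hESCs, the means were 0.07 ± 0.07 and 0.01 ± 0.13. Without the 2-fold threshold, the 4-fold degenerate codons had means of −0.03 ± 0.05 and −0.03 ± 0.07 and did not differ from the others by more than the spread between codons.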

Only four-fold degenerate *nn*G codons clustered closely with *nn*C codons (Fig. 2b). Next, we asked whether the codon bias correlated with a different amino acid usage in the two cell states. However, neither up- nor downregulated genes showed an enrichment for a specific amino acid usage (Fig. 2c).

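Amino acid enrichment was computed in the same way from the 20 amino acids of each coding sequence. In genes upregulated in differentiating hESCs by Ribo-seq, the log2 enrichments ranged from −0.08 for cysteine to 0.11 for histidine, and histidine alone was beyond 0.1 in size. In genes upregulated in self-renewing hESCs, 6 amino acids were beyond 0.1, from −0.35 for cysteine to 0.19 for lysine. Among genes that had changed at least 2-fold, cysteine stayed lowest at −0.19 and lysine highest at 0.18 in the latter group.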

We considered the possibility that the enrichment of *nn*C and *nn*G codons was driven by the translational machinery. However, we observed a similar distribution of codon usage in the upregulated genes of both cell states obtained by RNA-seq (Fig. 2d–f). Thus, our data indicated that the difference in codon usage in self-renewing and differentiating hESCs was already present at the mRNA level. 

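In RNA-seq, r over the 61 sense codons between the enrichments in the groups of both states was 0.396, and 36 codons had the same sign. It rose to 0.841 with 59 codons of the same sign among genes that had changed at least 2-fold. The mean log2 enrichment of codons ending in C in these genes was 0.05 ± 0.04 (SD across codons) in the group of differentiating and 0.09 ± 0.05 in that of self-renewing hESCs, while codons ending in A and T were below 0 without exception in both groups. The 4-fold degenerate codons ending in G had means of 0.11 ± 0.06 and 0.17 ± 0.06, and the other codons ending in G of −0.01 ± 0.04 and −0.0039 ± 0.0829. Without the 2-fold threshold, codons ending in C had means of −0.06 ± 0.06 and −0.04 ± 0.06. The lowest and highest amino acid enrichments without the 2-fold threshold were −0.14 and 0.07 in the group of differentiating and −0.20 and 0.10 in that of self-renewing hESCs.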

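The enrichments of the 61 sense codons in RNA-seq and in Ribo-seq correlated across codons with r = 0.895 in the groups upregulated in differentiating and 0.828 in those upregulated in self-renewing hESCs. Among genes that had changed at least 2-fold, the values were 0.765 and 0.652. The groups overlap, since 3436 genes were upregulated in differentiating and 3558 in self-renewing hESCs in both assays. From the similar distribution in RNA-seq, the paper concludes that the codon usage difference was already present at the mRNA level.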

Possible underlying mechanisms causing the distinct codon usage in self-renewing and differentiating hESCs are for example DNA transcription or RNA decay.

The use of optimal codons can enhance mRNA stability and translation, and this effect is evolutionary conserved [37–40]. To address whether optimal codons enhanced mRNA stability in the two cell states, we calculated the relative enrichment of stabilizing and destabilizing codons (Additional file 1: Figure S2A) using a codon classification made in zebrafish [39]. The upregulated mRNAs in both conditions showed a slight depletion of strongly destabilizing codons (Additional file 1: Figure S2B). When we measured the difference between the self-renewing and differentiating genes, we found that upregulated mRNAs in self-renewing hESCs contained significantly fewer destabilizing codons and slightly more highly stabilizing codons (Additional file 1: Figure S2B; right-hand panels). The association of GC content at the third nucleotide of a codon to high levels of mRNAs was however more pronounced than the association to stabilizing and destabilizing codons (Additional file 1: Figure S2C, D). Together, these data demonstrated that abundant mRNAs in both the self-renewing and differentiated state were biased towards a higher GC content, but that in addition, codon optimality contributed to the codon usage differences between the two cell states.

### GC content defines groups of genes with common function

Underlying GC content can substantially contribute to codon usage differences among different cell states [9, 41, 42]. We therefore analysed codon usage in genes belonging to various functional categories, including those deployed during self-renewal and differentiation of hESCs. We selected all well-annotated coding sequences and grouped them according to their Gene Ontology (GO) terms. We calculated the average of codon frequencies per GO term and used principal component analysis (PCA) to reveal the underlying sources of variance. The GO terms were primarily separated by GC content (Fig. 3a); indeed, the first principal component closely corresponded to the GC content of the third codon base (Fig. 3b). The second principal component reflected the GC content at the first and second bases (Fig. 3c). Accordingly, genes belonging to similar GO terms such as cell differentiation and neuron fate commitment had similar and high GC content (blue) (Fig. 3c; right panels).

**Fig. 3:**
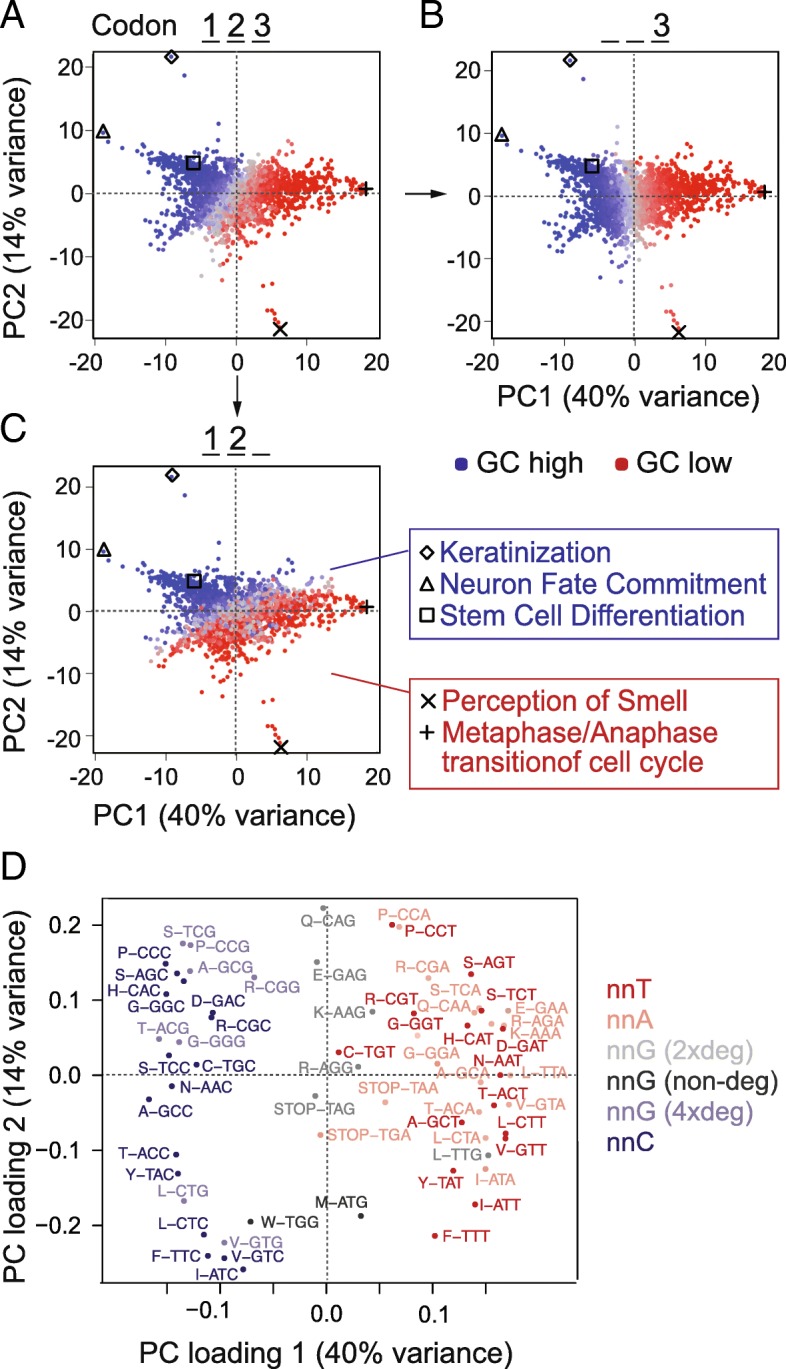
Genes from different GO categories show different codon frequencies. **a–c** Codon frequencies were calculated per Gene Ontology (GO) term, and PCA was used to reveal a global separation into high and low GC genes (**a**). GO terms are coloured according to total GC (**a**), GC at the third codon position (**b**), or at the first and second position (**c**). Examples of GO terms are listed next to the graphs. **d** PCA loadings plot identifying the codons contributing the location of the GOs in **a–c**. Codons are colour coded by third position base and/or codon degeneracy. The separation across the *x*-axis is comparable to the separation across the diagonal in Fig. 2a, b, d, e

It was unexpected that all three codon positions separated the GO terms according to GC content. While the third and variable base position of codons can be readily varied to optimize translation rates without impacting the encoded amino acids [5], changes in the first and second positions almost always result in a different amino acid. Nevertheless, we found that genes belonging to different functional categories were characterized by different codon usage and that this correlated with GC content.

Using a PCA loading plot, we identified the codons driving the global separation by GC content (Fig. 3d). Codons with cytosine at the third position contributed to the left and codons with adenosine or thymidine at the third position contributed to the right of the plot. As described for our own differentiation data (Fig. 2b, e), only four-fold degenerate codons with guanosine at the third position contributed to the left of the PCA plots (Fig. 3d). The high level of similarity between the global PCA analysis of all genes and our differentiation experiment suggested that genes with similar functions share similar inherent genomic features. In conclusion, genomic GC content influences codon choice in the differentiation gene expression programme.

### Self-renewing ESCs share a common codon signature at the ribosome A- and P-sites

While GC content was one factor for codon usage optimization, protein translation efficiency is likely to be regulated by additional factors. The translation kinetics of codon-anticodon pairs in the ribosome are complex and determined by the availability and binding affinity of matching and mismatching tRNAs [5, 43, 44]. In part, the translation rate is directed by the competition between near-cognate and cognate aminoacyl-tRNAs entering the ribosome. Therefore, we asked whether self-renewing and differentiating hESCs showed differential codon stalling at the active sites of the ribosome.

During translation, only three codons actively pair with tRNAs, known as the ribosome E-, P-, and A-sites (Fig. 4a). Cognate aminoacyl-tRNAs enter the ribosome at the A-site. After transfer of the polypeptide chain to the tRNA, the tRNA moves from the P- to the E-site and is then released from the ribosome. Although the ribosome only actively engages with three codons within an RNA, it covers more than 27 nucleotides (Fig. 4a). Due to the three-nucleotide periodicity reflecting the triplet nature of the genetic code (Additional file 1: Figure S1E, F) [45], the actively bound codons at the E-, P-, and A-sites can be calculated by counting nucleotide triplets from the 3′ end of the read fragments. We numbered the ribosome-protected codons from − 5 to + 3, with 0 corresponding to the A-site (Fig. 4a). We first calculated the codon frequencies per footprint position. To do so, we compared the relative frequency of a codon at the ribosome P- (or A-) site to the frequency of this codon in all Ribo-seq reads from the sample.

**Fig. 4:**
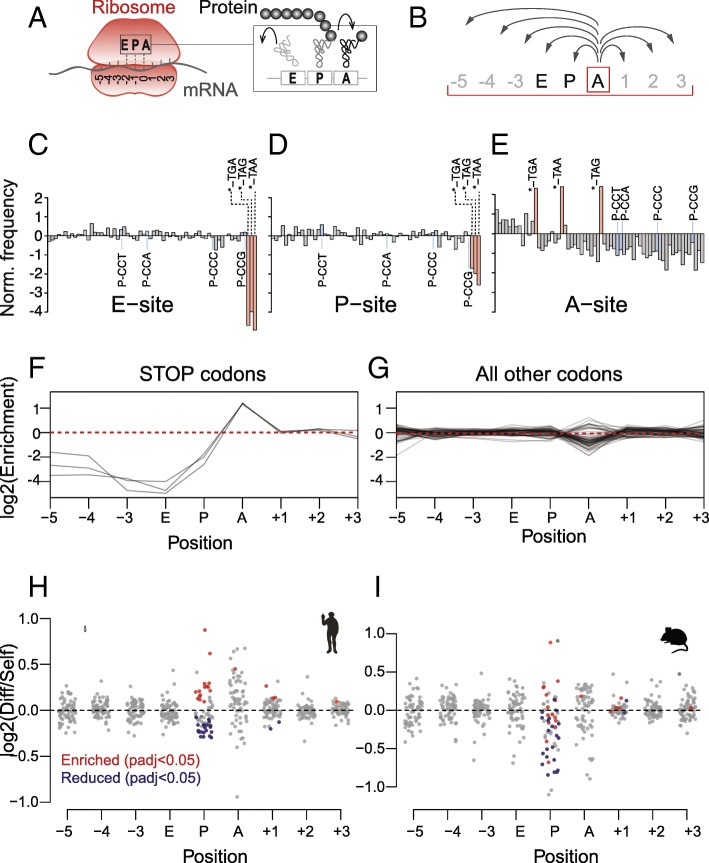
Distinct codon signature at the ribosome A- and P-sites in self-renewing ESCs. **a** Illustration of a ribosome binding to mRNA protecting at least nine codons (position − 5 to + 3) from degradation by the RNase digestion. Positions − 2, − 1, and 0 correspond to the E-, P-, and A-site that host the charged tRNA. **b** The raw codon frequency was calculated for each specific codon (e.g. A-site) and normalized to the mean frequency across all nine positions. Calculations were done separately for self-renewing and differentiating samples. **c–e** Codon enrichment at the E- (**c**), P- (**d**), and A-sites (**e**). Stop codons are highlighted in red, and proline codons are highlighted in blue. The codons are sorted according to their frequency (shown in Additional file 1: Figure S3A-C). **f**, **g** Codon enrichment of stop (**f**) or all other codons (**g**) across all ribosome-protected codons. **h** Log_2_ fold change of normalized codon usage in differentiated versus self-renewing hESCs across all ribosome-protected codons. Significantly different codons (Welch’s *t*-test; FDR correction) are marked in red (enriched) and blue (reduced) and occur mainly at the P-site. **i** Log_2_ fold change of normalized codon usage in mouse differentiated (embryoid bodies) versus self-renewing embryonic stem cells (mESCs). Blue and red dots represent the significantly changed codon shown in **h**

As expected, some codons occurred more frequently than others (Additional file 1: Figure S3A-C). Since the codon frequencies at the positions flanking the tRNA-bound sites (− 5 to − 3, and + 1 to + 3) are expected to follow the genomic codon distribution, they served as a negative control. We then normalized the raw frequencies to the frequency across all nine positions (Fig. 4b). This will correct for differences in mRNA abundance, and neither transcriptional nor differences in mRNA decay should affect the following analysis. The strong enrichment of stop codons at the A-site and their depletion at the P- and E-sites validated this approach (Fig. 4c–e). Although Proline incorporates more slowly in translation [46], its codons were not strongly enriched at the A-, P-, or E-site (Fig. 4c–e). When we compared the enrichment of codon frequencies along all sites in the ribosome, we found the highest variation at the A-site (Fig. 4f, g), indicating that the stalling at the A-site was rate limiting for translation elongation [47, 48].

Next, we tested whether the normalized codon frequencies differed in self-renewing and differentiating hESCs (Fig. 4h). We observed differences at both the A- and the P-sites, yet most significant differences occurred at the P-site (Fig. 4h; Additional file 1: Figure S3D). To test whether the codon usage differences in human ESCs was an evolutionarily conserved feature of translational control, we performed similar analyses using published Ribo-seq and RNA-seq data obtained from self-renewing and differentiating mouse embryonic stem cells (mESCs) [49]. The exit of pluripotency and differentiation of the mESCs was induced using two well-established methods: the withdrawal of leukemia inhibitory factor (LIF) from the culture medium and by growing the mESCs as embryoid bodies (EBs) [50–52]. As described for hESCs, we excluded rRNA and tRNA reads and selected read lengths with high reading frame periodicity (Additional file 1: Figure S4A-E). Again, most differences occurred at the A- and P-sites (Fig. 4i). Although the mouse data were noisier, the significantly depleted codons at the P-site in differentiated hESCs were often also less common in differentiated mESCs (Fig. 4h, i; Additional file 1: Figure S4F; blue dots). Thus, we found a distinct set of codons with a higher likelihood of being stalled at the ribosome P-site in mouse and human self-renewing embryonic stem cells.

### A prominent self-renewing codon signature is hetADAT-sensitive

A key factor modulating codon translation is tRNA selection [19]. To enhance codon binding, the tRNA wobble nucleoside (position 34) frequently carries chemical modifications [53]. One such prominent and essential tRNA modification is wobble inosine [54, 55]. Inosine is formed by a deamination reaction of adenosine and catalyzed by the heterodimeric enzyme adenosine deaminase acting on tRNA (hetADAT) composed of two subunits ADAT2 and ADAT3 (Fig. 5a) [56]. While tRNAs carrying adenosine at position 34 (A34) pair with uracil, inosine (I34) is capable of pairing with adenosine, uracil, and cytosine and thereby enhances translation efficiency (Fig. 5a) [11, 57]. In eukaryotes, the modification is present in eight different tRNAs that recognize the eight *nn*T codons. Inosine in tRNAs is required to translate *nn*C codons that have none or few tRNA gene copies (Fig. 5b) [58]. In principle, the same tRNAs can also bind eight *nn*A codons, yet these codons are also translated by their own complementary tRNAs.

**Fig. 5:**
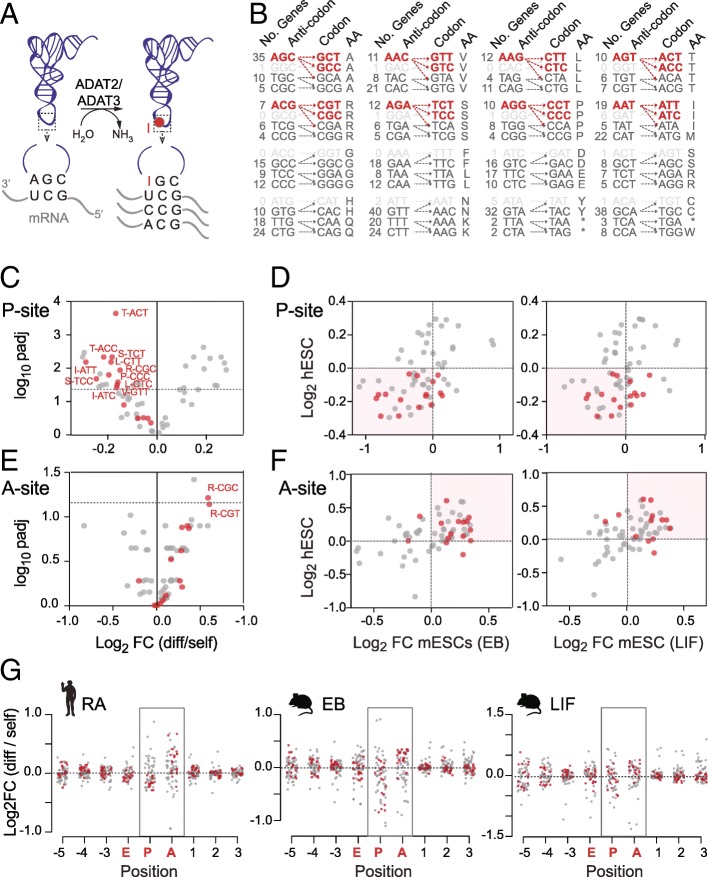
Distinct codon usage signature in pluripotent cells are hetADAT-sensitive codons. **a** Illustration of hetADAT (ADAT2 and ADAT3)-mediated adenosine-to-inosine tRNA editing at position 34 in the anticodon loop and the codons read by unmodified and modified tRNAs. **b** HetADAT-dependent codons (red) that sometimes are lacking corresponding tRNA genes (light gray). **c–f** Volcano plot (**c**, **e**) showing significance versus codon usage fold change at the ribosome P-site (**c**) and A-site (**e**) in differentiated versus self-renewing hESCs. HetADAT-dependent codons are highlighted in red. Correlation (**d**, **f**) between log_2_ fold change of codon usage frequencies in differentiated human (hESCs) with differentiated mouse (mESCs) embryonic stem cells through embryoid body culture (EB; left-hand panel) or by removal of LIF (right-hand panel) at the P-site (**d**) and A-site (**f**). **g** Log_2_ fold change of codon usage frequency across all sites protected by the ribosome in human (left-hand panel) and mouse ESCs differentiated through EB culture (middle panel) or removal of LIF (right-hand panel). HetADAT-dependent codons are highlighted in red

We noticed that codons showing significant differences in self-renewing hESCs were often translated by inosine-modified tRNAs (Fig. 5c). All *nn*T and *nn*C codons that depended on inosine tRNA for translation occurred less often at the P-site in differentiated hESCs (Fig. 5c). Moreover, these differential codon frequencies highly correlated between human and mouse (Fig. 5c). Thus, mouse and human differentiating ESCs showed a depletion of hetADAT-dependent codons at the P-site. As described above, due to the high variability of codon frequencies at the A-site, we were unable to identify significant changes (Fig. 4h). However, when we now plotted the A34I-dependent codons, we found the vast majority of them enriched at the A-site in both mouse and human differentiating ESCs (Fig. 5e, f; Additional file 4: Table S3a,b). Finally, we confirmed that this distribution was specific to the A- and P-sites and did not occur at any other site in the ribosome (Fig. 5g). In summary, we found that in self-renewing ESCs hetADAT-dependent codons occurred less often at the ribosome A-site but more often at the P-site when compared to differentiated ESCs.

The time it takes the ribosome to ensure that a tRNA in its A-site is indeed a cognate tRNA for the codon, is considered rate limiting for translation elongation [59, 60]. In addition, whenever a ribosome is bound to an mRNA waiting for a cognate tRNA at its A-site, a tRNA is already bound to its P-site, attached to the growing polypeptide chain. Thus, the lower frequency of hetADAT-dependent codons at the A-site indicated their faster translocation to the P-site in self-renewing ESCs.

### hetADAT regulates codon usage in self-renewing embryonic stem cells

The lower frequencies of hetADAT-dependent codons at the A-site of ribosomes in self-renewing ESCs might indicate an enhanced activity of the catalytic complex. Indeed, the mRNA level of ADAT2 was significantly higher in self-renewing hESCs when compared to RA-differentiated cells or EBs (Fig. 6a). To quantify the levels of inosine in hetADAT-dependent tRNAs, we performed tRNA sequencing in self-renewing and differentiated hESCs (Additional file 5: Table S4). We used the fact that inosine will form the strongest bond to cytosine and is therefore reported as a guanine during sequencing. The level of A34I modifications can thus be quantified by measuring the A-to-G substitutions at the anticodon wobble position (Additional file 6: Table S5). The A34I tRNA modification levels were significantly higher in self-renewing (83–86%) than differentiated (60–79%) hESCs (*p* = 0.031; Student’s *t* test) (Fig. 6b). Accordingly, the A34I modification occurred less often in the majority of hetADAT-dependent tRNA isotypes (Fig. 6c). Thus, self-renewing hESCs have higher levels of A34I tRNA modifications than differentiating cells.

**Fig. 6:**
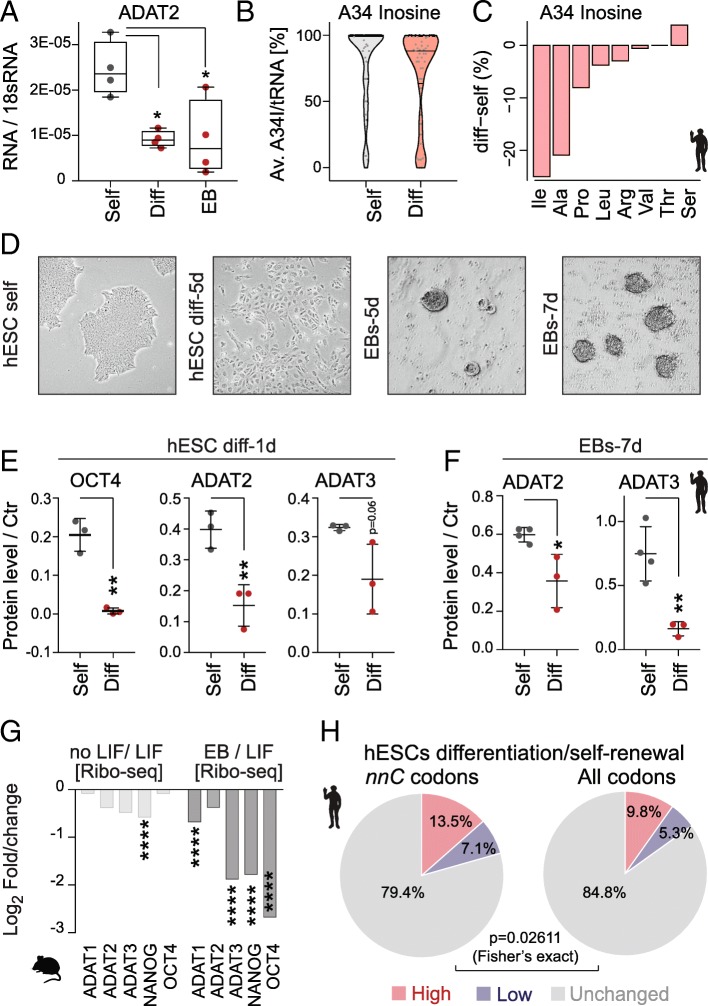
HetADAT-dependent translation in mouse and human ESCs. **a** RT-qPCR confirming downregulation of ADAT2 mRNA levels in differentiated hESCs (Diff) and embryoid bodies (EB) compared to self-renewing hESCs (Self). * *p* < 0.05 one-way ANOVA. **b** Distribution of wobble inosine (A34I) levels per tRNA (> 10 reads) shown as Violin plot with median (black line) and quartiles (dotted line). **c** Differences of inosine levels at A34 in differentiated versus self-renewing hESC per tRNA isotype. **d** Light microscopic image of self-renewing (self) human embryonic stem cells (hESCs), differentiated hESCs for 5 days (5d), and embryoid bodies (EBs) after 5 and 7 days in suspension. **e** Quantification of protein expression using Western blotting of OCT4, ADAT2, and ADAT3 in self-renewing (grey) and differentiating (red) hESCs for 1 day. **p < 0.01 unpaired *t*-test. **f** Quantification of protein levels using Western blotting of ADAT2 and ADAT3 after differentiating hESCs into EBs for 7 days (7d). *p < 0.05; **p < 0.01 unpaired *t*-test. **g** Log_2_ fold change gene translation (Ribo-seq) of indicated proteins in mouse self-renewing ESCs versus ESCs differentiated by removal LIF or grown as embryoid bodies (EB). ****p < 0.0001. **h** Ribo-seq fold changes (diff/self) was compared with RNA-seq fold changes (diff/self). Genes with ribosome occupancy difference two-fold higher (red), two-fold lower (blue) or similar (grey) to the mRNA level difference was identified among genes rich in hetADAT-dependent *nn*C codons (left) and among all genes (right). The hetADAT-dependent group was significantly enriched for genes with altered (higher and lower) ribosome occupancy

Next, we confirmed that also the protein levels of ADAT2 and ADAT3 decreased with differentiation of hESCs (Fig. 6d–f; Additional file 1: Figure S5A-E). ADAT2/3 protein expression was significantly reduced after only 1 day of treatment with retinoic acid (Fig. 6e; Additional file 1: Figure S5D). Downregulation of hetADAT was further confirmed when the hESCs were grown in suspension to induce their differentiation into EBs (Fig. 6f; Additional file 1: Figure S5E). Similarly, translation of mouse ADAT2 and ADAT3 was downregulated upon differentiation, yet the differences were only significant when compared to differentiated EBs (Fig. 6g).

Finally, we asked whether the optimized codon usage in self-renewing ESCs resulted in differential translation of hetADAT-dependent codons. We calculated the total frequency of the eight *nn*C codons that rely on the inosine modification for translation in all genes (Fig. 5b). 

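The share of the 8 hetADAT-dependent codons GCC, CCC, TCC, ACC, CGC, CTC, ATC and GTC had a median of 15.3% over the coding sequences at hand. The paper's threshold of 28.4% was passed by 276 genes, or 1.44% of them. The top 1% began at 29.3% in these sequences. Of the 276 genes, 76 had enough counts to be tested in both assays. Their coding sequences were shorter than the others, with a median of 209 codons against 497, and their median counts were lower, with 80.6 against 163 per library in Ribo-seq.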

Then, we selected all coding sequences containing more than 28.4% (top 1%) *nn*C codons and asked whether they showed translational differences in self-renewing versus differentiated hESCs that were independent of mRNA levels. 

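The change in ratio was taken as the Ribo-seq minus the RNA-seq log2 fold change, differentiating over self-renewing. Among the nnC-high genes tested in both assays, the ratio was more than 2-fold higher in differentiating hESCs for 9 genes (11.8%, 95% Wilson interval 6.36 to 21.0) and more than 2-fold lower for 10 genes (13.2%, interval 7.31 to 22.6). Among the 11743 other coding genes, the shares were 8.23% (7.75 to 8.75) and 3.49% (3.17 to 3.84). The filter on low counts moved these shares most. With a mean of at least 100 counts in each assay, 30 nnC-high genes were tested, of which 6.67% were higher and 23.3% lower. Without a filter, 164 were tested, of which 20.7% were higher and 17.1% lower. MYADM and CDT1, named after their values were seen, had log2 ratios of 1.47 and −1.73 (adjusted p = 8.37e-08 and 4.36e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).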

Comparing the two cell states, we found that translation of 13.5% *nn*C-high coding sequences was enhanced and 7.1% repressed (> 2-fold) (Fig. 6h; left panel). This difference in translation of *nn*C-enriched genes was significantly different when compared to all coding sequences (Fig. 6h; right panel). Thus, the differential translation of *nn*C-high coding sequences in self-renewing hESCs cannot be explained by differences in RNA abundance alone.

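The shares of higher, lower and unchanged genes differed between the nnC-high and the other coding genes (Fisher's exact test, two-sided, p = 0.00023, adjusted p = 0.00051 by the Benjamini-Hochberg method over 3 tests). In Fisher's exact tests of each direction by itself, the share of lower genes differed (adjusted p = 0.00051) and that of higher genes did not (adjusted p = 0.290). Genes are not independent replicates, so these p-values describe the lists in these libraries. In 10000 random lists of other genes matched on the mean counts of both assays, the share that had changed more than 2-fold in either direction had a median of 14.5%. It reached the 25.0% of the nnC-high genes with a one-sided p of 0.0064.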

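In the interaction test, 39 of the nnC-high genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 18 had a higher and 21 a lower Ribo-seq to RNA-seq ratio in differentiating hESCs. Of the other coding genes, 5509 passed the same threshold. As a set, the nnC-high genes had a lower ratio than the rest (adjusted p = 0.0209 from camera with a preset correlation). This did not hold with an estimated correlation (0.447). Under fry, which tests the set against no change and not against the rest, the adjusted p was 0.820. Requiring both the 2-fold change and the adjusted p-value, 9.21% were higher, and the share of lower genes did not change. From the excess of changed nnC-high genes over all coding sequences, the paper concludes that their differential translation is not explained by RNA abundance alone.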

Together, our data suggest that self-renewing ESCs translate hetADAT-dependent codons with higher efficiency when compared to differentiating ESCs. This difference in hetADAT-dependent codon usage occurred independently of the nature of the differentiation stimulus and was conserved in mice.

## Discussion

Protein synthesis is a fundamental process in all cells, yet recent studies revealed distinct regulatory functions of the mRNA translation machinery in stem cells. Low global protein translation rates are commonly found in adult undifferentiated stem and progenitor cells and are required to maintain a fully functioning stem cell state [61–63]. Mouse embryonic stem cell differentiation also correlates with an overall increase in protein synthesis and enhanced mRNA loading into polyribosomes [64]. One explanation for the differences in protein synthesis might be the expression of distinct tRNA pools that optimize codon usage in different cell states [6]. However, the use of tRNA concentrations to understand codon usage is hampered by the fact that in addition of being crucial adaptors during translation, tRNAs are important regulators of a wide range of biological processes [65]. An alternative method to analyse codon usage is ribosome profiling, which has been applied to various organisms and cell contexts, for example amino acid starvation, oxidative stress, the perturbation of signalling pathways, and embryonic stem cell differentiation [49, 66–69].

Here, we use ribosome profiling to analyse the importance of optimized codon usage in regulating gene expression in different cell states. Our work identifies a codon bias in self-renewing and differentiating stem cells, and we propose that this is driven by both mRNA levels and translational mechanisms. Genes belonging to the same functional category use similar codons characterized by differences in GC content. Since we measured similar GC content enrichment in up- and downregulated genes, our observed differences are unlikely to be directly linked to mRNA degradation. Our data is consistent with those of previous studies in Neurospora, where codon usage strongly correlated with protein and mRNA levels genome-wide but was largely independent of mRNA translation and stability [70].

Thus, GC content is one important factor that influences codon choice during gene expression. The concept that codon optimization is due to the GC content of the underlying genes has been demonstrated before for both specific genes and genome-wide [9, 41, 42]. However, we further propose that the regulation of the protein synthesis machinery through chemically modified tRNAs plays important additional roles in regulating gene expression programmes. We find that codons whose translation depends on hetADAT-modified tRNAs were under-represented at the ribosome A-sites in self-renewing mouse and human ESCs. We provide further evidence that a faster translation of hetADAT codons in self-renewing cells might be facilitated by higher levels of inosines at the tRNA wobble position. While a role for hetADAT in embryonic stem cell fate has not been described before, it is well known that tRNA wobble modifications ensure efficient protein synthesis, maintain protein homeostasis, and promote cell adaptation and survival [71].

The existence of a nuclear (GC content) and a cytoplasmic (translation) mechanism that both determine codon usage during stem cell differentiation raises the question of how they are connected. It is plausible that a cytoplasmic tRNA modification-driven codon bias may help to overcome a GC-content-driven codon usage for cell type-specific mRNAs, thereby enhancing translation of certain groups of mRNAs. However, the functional analyses on how precisely hetADAT regulates codon usage and how this influences gene expression in pluripotent embryonic stem cells is hampered by the fact that ADAT2/3 is essential for cell survival [56]. Knock-down of hetADAT causes cell death in human cells. Over-expression also affects cell survival because ADAT2/3 is a highly mutagenic enzyme [72]. Therefore, ADAT2/3-mediated C to U deamination at position 32 requires the prior formation of 3-methylcytosine in *Trypanosoma brucei* [73]. Thus, increasing the hetADAT levels might not be sufficient to increase inosines specifically at the wobble positions.

Together, we provide evidence for an hetADAT-dependent codon bias in self-renewing embryonic stem cells that might suppress differentiation and lineage commitment.

## Conclusion

In this study, we used RNA-seq and Ribo-seq to decipher transcriptional and translational mechanisms regulating codon bias in self-renewing and differentiating human embryonic stem cells. We revealed that codon usage during stem cell differentiation is regulated at the mRNA levels and during translation. We confirm that codon usage of differentially expressed genes is primarily characterized by genomic GC content. Furthermore, we reveal a novel mechanism based on tRNA modifications that regulate codon usage in pluripotent embryonic stem cells. Translation of codons that depend on the hetADAT-mediated inosine formation in the anticodon loop of tRNAs are under-represented at the ribosome A-site. The reduced stalling of these codons at the A-site implies their enhanced translation in self-renewing embryonic stem cells when compared to differentiated cells. Thus, we reveal that tRNA modifications contribute to optimized codon usage in self-renewing embryonic stem cells.

## Material and methods

### Human embryonic stem cell culture and differentiation

The human embryonic stem cell (hESC) line Hues9 (H9) was obtained from the Wicell Research Institute (Madison, WI). hESCs were maintained in Essential 8 media (Thermo Fisher Scientific) on hESC-qualified Matrigel (Corning)-coated plates at 37 °C with 5% CO_2_. Cultures were dissociated in clumps using 0.5 mM EDTA in PBS every 4 days and media was renewed daily. Differentiating hESCs were cultured in MEF-conditioned KSR media plus 1 μM retinoic acid in DMSO for 5 days, while the control hESC population was maintained either in MEF-conditioned KSR media completed with 4 ng/ml FGF2 or Essential 8 media (Thermo Fisher Scientific). During the course of the experiment, the media were replaced daily. KSR media consists of 85% KO-DMEM (Thermo Fisher Scientific), 15% KO-serum replacement (Life Technologies), 1 mM Glutamax (Thermo Fisher Scientific), 0.1 mM 2-mercaptoethanol (Thermo Fisher Scientific), and 0.1 mM non-essential amino acids (Thermo Fisher Scientific). In the embryoid body experiments, 70% confluent hESCs were dissociated in clumps using 0.5 mM EDTA in PBS and seeded in ultra-low attachment well plates (Corning) maintaining a 1:1 dilution factor. hESCs were cultured in Essential 6 media (Thermo Fisher Scientific) plus 10 μM rock inhibitor (Y-27632) (Stem Cell Technologies Canada) for the first 24 h and for further 4 to 6 days in Essential 6 media (Thermo Fisher Scientific), when samples were collected for qPCR or Western blot experiments.

### RNA, qPCR, and Western blot

Total RNA was extracted using TRIZOL (Thermo Fisher Scientific) according to the manufacturer instructions. Reverse transcription was performed using SuperScript III Reverse Transcriptase (Thermo Fisher Scientific) and random primers (Promega). Quantitative PCR were run using TaqMan probes (Thermo Fisher Scientific) for eukaryotic 18S rRNA (X03205.1), ADAT2 (Hs00699339_m1) CDX2 (Hs01078080_m1), DLX3 (Hs00270938_m1), DLX5 (Hs01573641_mH), DNMT3B (Hs00171876_m1), FOXD3 (Hs00255287_s1), GATA6 (Hs00232018_m1), HOXA1 (Hs00939046_m1), NANOG (Hs02387400_g1), POU5F1 (Hs03005111_g1), PRDM14 (Hs01119056_m1), and TDGF1 (Hs02339497_g1).

Protein extracts used for western blotting were prepared in RIPA buffer (50 mM sodium chloride, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris, pH 8.0). The antibodies used in the experiments were anti-HSP90 (sc-13119) 1:5000 and anti-OCT3/4 (sc-5279) 1:1000 both from Santa Cruz Biotechnologies and anti-ADAT2 (ab135429) 1:1000 and anti-ADAT3 (ab125514) 1:1000, both from Abcam. The Western blot band intensity was measured using ImageJ.

### Immunofluorescence

For immunofluorescence experiments, hESCs were plated on Matrigel-coated coverslips and cultured as described. At the desired time point, cells were washed in PBS and fixed for 10 min in ice-cold 4% PFA. Cell permeabilization was performed in 0.01% Triton x-100 in PBS for 5 min at room temperature. Coverslips were blocked for 1 h at room temperature using 10% donkey serum in PBS. Anti-ADAT2 (ab135429) 1:100 and anti-ADAT3 (ab125514) 1:100 primary antibodies were incubated overnight in the same blocking solution. Alexa Fluor secondary antibodies (Thermo Fisher Scientific) were used at a dilution of 1:500 in blocking solution. Nuclei were counterstained using DAPI. Images were acquired on a Leica SP8 Confocal microscope and processed.

### Preparation of RNA-seq, Ribo-seq, and tRNA seq libraries

Total RNA from self-renewing and differentiated hESCs (four biological replicates per condition) was extracted using Trizol according to the manufacturer’s instruction. Total RNA was treated with the RiboZero Magnetic Kit (Epicentre, MRZH11124) to remove ribosomal RNA. Libraries for sequencing were prepared using the NEB ultra-directional library prep kit (NEB).

Ribosome-protected RNA was isolated as described before [61, 74]. Briefly, at the indicated time points, H9 cells (4 replicates) were washed with PBS and lysed in 20 mM Tris-Cl (pH 7.4), 150 mM NaCl, 5 mM MgCl2, 1 mM dithiothreitol (DTT) (Sigma), 1% Triton X-100 (Sigma), 25 U ml − 1 of Turbo DNase I (Thermo Fisher Scientific), and 100 μg ml^−1^ of cycloheximide (Sigma). After passing the lysates ten times through a 26-G needle, they were spun down at 13,000 rpm for 10 min. Digestion with RNaseI (100 U μl^−1^, Thermo Fisher Scientific) for 45 min at room temperature was used to produce ribosome mRNA footprints. The RNaseI digestion was inhibited with SuperaseIN (Thermo Fisher Scientific), and lysates were fractionated on a 1 M sucrose cushion by ultracentrifugation at 45,000 rpm in a 70Ti rotor for 9 h at 4 °C. The ribosome mRNA footprints were further purified using Qiazol reagent. Footprints with a length of 26–34 nucleotides were size selected on 15% TBE-urea gel (Thermo Fisher Scientific) and 3′-dephosphorylated with T4 polynucleotide kinase (10 U, NEB). All samples were multiplexed and sequenced on the HiSeq2500 platform (Illumina). The NGS data are up-loaded onto GEO (GSE123611): Bornelöv S, Selmi T, Flad S, Dietmann S, Frye M. Codon usage optimization in pluripotent embryonic stem cells. Datasets. Gene Expression Omnibus.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123611(2019).

For tRNA sequencing, differentiating, and self-renewing, H9 (four replicates per condition) were collected in TRIZOL (Thermo Fisher Scientific) at day 5 of differentiation. Fifty microgrammes of total RNA samples was DNaseI digested (Ambion) at 37 °C for 30 min. The treated samples were then subjected to phenol-chloroform extraction and isopropanol precipitation and resuspended in 1 mM EDTA 0.1 M Tris-HCl (pH 9.0). One microgramme of each replicate was used to generate cDNAs and perform qPCR to confirm differentiation. The remaining sample was heated at 37 °C for 30 min in order to de-aminoacylate tRNAs. Subsequently, samples were heated for 5 min at 80 °C and then loaded on a Novex™ TBE-Urea polyacrylamide gel (Thermo Fisher Scientific). A gel fragment spanning from 50 to 100 nucleotides, according to the Abnova RNA marker low easy, was excised from the gel and resuspended in 400 μl of a solution of 300 mM NaAc pH 5.5, 1.0 mM EDTA, and 0.25% SDS. RNA was extracted by a cycle of 30-min freezing at − 80 °C followed by overnight gentle mixing at room temperature in the same buffer, and subsequently was ethanol precipitated. RNA ends of any tRNA fragments were phosphorylated by treatment with 20 U of T4 Polynucleotide Kinase (NEB) supplemented with ATP (NEB). Following heat inactivation and phenol chloroform extraction, and isopropanol precipitation, samples were subjected to library preparation using the Illumina Truseq small RNA kit (Illumina). Samples were multiplexed and sequenced on the HiSeq4000 platform (Illumina).

### Processing of RNA-seq, Ribo-seq data, and tRNA-seq data

Human RNA-seq and Ribo-seq data were obtained as described above. Mouse RNA-seq and Ribo-seq data with accession numbers SRR315620-SRR315627 and SRR31591-SRR31600 were downloaded from the NCBI short read archive [49]. *Trim_galore!* was used to trim small RNA adapters from the human data (auto-detected under default settings) or polyadenylation sequences from the mouse data (using the parameters “--stringency 1” and “--adapter” with ten “A” followed by multiple “N”). Trimmed reads shorter than 20 nt were discarded. Alignment was done using Tophat2 (v2.1.0) [75]. The RNA-seq reads were aligned directly to the reference genome (hg38 or mm10). Ribo-seq reads were firstly aligned to a set of known rRNA and tRNAs (selected from the UCSC RepeatMasker tracks), followed by alignment of all unmapped reads to the reference genome. An index with known transcripts (Gencode v23 or Gencode vM9) were provided for the genome alignment, and novel splice junctions were permitted [76, 77]. Multi-mapping read alignments were not used.

For tRNA-seq data analyses, *Trim galore!* with “--paired --stringency 6 -a TGGAATTCTCGG -a2 GATCGTCGGACT” was used to trim small RNA adapters and to remove reads shorter than 20 nucleotides. Alignment was done using bowtie [78] with “-n 2 -y -k 1 --nomaqround --allow-contain” to allow for up to two mismatches in the alignment and to report one alignment per read. The reads were aligned to the 430 tRNAs from the high-confidence set in GtRNAdb [79]. Introns were removed, and the “CCA” tail was added before creating the bowtie index.

Modified bases were identified using samtools mpileup with “-BQ 0 -t AD -vuf” to report base coverage per positions. Inosine modifications were identified as positions with an A-to-G substitution at position 33–35. The presence of the expected anticodon in the reference sequence was used to verify that only substitutions at the correct nucleotide were counted. We identified 21 Ala, 7 Arg, 8 Ile, 9 Leu, 9 Pro, 8 Ser, 7 Thr, and 9 Val tRNAs with at least one mapped read supporting the substitution. These are the same eight tRNA isotypes that were expected to be modified. Next, we estimated the overall modification level per sample as the percentage of reads supporting the modification (A-to-G substitution) across all 78 modified tRNAs.

### Meta-gene profile

*DeepTools* were used to quantify the Ribo-seq coverage across the whole reference genome [80]. Each strand was quantified separately, and a blacklist file containing all rRNA, tRNA, snoRNA, snRNA, and miRNA was provided. The bin size was set to 1 and an offset of 12 was used to only consider a single nucleotide corresponding to the “P” site predicted from each read. A meta-gene profile for all protein coding genes was then computed using *computeMatrix* with the parameters “scale-regions -b 500 --unscaled5prime 200 --regionBodyLength 1000 --unscaled3prime 200 -a 500” to define relative coordinates and “--metagene --exonID CDS --transcriptID gene --transcript_id_designator gene_id” to define the coding sequence of each gene. Finally, a trimmed mean was used to exclude the most extreme value at each position.

### Differential mRNA levels and translation

Gene models were downloaded from Gencode (v23 for human and vM9 for mouse). *FeatureCounts* was used to quantify the number of reads per gene, represented by either all annotated exons (RNA-seq) or all annotated coding sequences (Ribo-seq) [81]. Only reads aligning to the sense strand of the gene and with mapping quality of at least 20 was counted. For the paired-end RNA-seq, the additional flags “-B -C” were specified to exclude chimeric reads and/or reads mapping with only one end. Differential mRNA expression and translation analyses were done with *DESeq2* [82]. The heatmaps were created using the R package pheatmap (https://CRAN.R-project.org/package=pheatmap), and the amino acid logo was created using the DiffLogo package [83].

### Determining read periodicity and the position of the ribosome P-site

Ribosome profiling data display 3-nt periodicity, but the reading frame of the 5′ read ends differ between different experiments and even between read lengths within the same experiment. The human data showed the strongest periodicity for reads of length 27–29 (Additional file 1: Figure S1E-F), the 5′ end of those reads were highly enriched for the first codon position, and the most frequent starting position was located 12 positions upstream of the TIS. We therefore decided to base our codon analysis in humans on these three read lengths and to extract read position 12–14 as the P-site codon.

The mouse data showed different dominating reading frames for different read lengths (Additional file 1: Figure S4C). To predict the strongest reading frame for each read length, we again calculated the number of reads starting from each position around the TIS (see Additional file 1: Figure S4D for an example). Next, we counted the most frequent reading frame both per codon (from codon position − 7 to + 32 relative to the TIS) and across the whole region. We excluded read lengths where the reading frame that was most abundant in the highest number of codons was different from the one that was most abundant in total. Furthermore, we required the most abundant reading frame was at least five-fold more abundant than the second most abundant both in terms of the number of codons and in total. This resulted in read lengths 26, 29, 31–36, and 39 being selected for the mouse data. Out of these, read length 39 was later excluded due to having substantially fewer reads and showing poor correlation to the others. Since the highest number of reads started 13 or 14 positions upstream of the TIS (depending if frame 3 or 2 was most abundant), we trimmed one or two nucleotides of the reads in the subsequent analysis so that the P-site would still be located at read position 12–14 similar to the human data.

### Extracting codon counts per position relative to the A-site

The bam file for each sample with uniquely aligned reads was converted to bed format. *Bedtools intersect* was used to select reads with at least 50% overlap to Gencode-annotated coding sequences. Next, the reading frame of the 5′ end of each read was determined using the frame information in the Gencode annotation. If the frame did not agree with the expected reading frame for that read length, the read was discarded. For the mouse data, reads starting with the third or second position of a codon had one or two nucleotides trimmed off the read to put all reads into the same reading frame. Then, nucleotide positions 1–27 were extracted from each read as nine codons, numbered as codon position − 5 to + 3, where 0 corresponded to the A-site. Next, we counted the number of occurrences of each codon per position, and we validated the approach by verifying that codon counts calculated using different read lengths but corresponding to the same codon position (e.g. the P-site) correlated better to each other than to any other codon counts. Furthermore, counts from position − 4 to − 2 and + 1 to + 3 correlated well to the genome-wide distribution of codons in the human and mouse translatomes, whereas counts from the predicted P-site and A-site did not. We therefore concluded that we were counting codons from the correct frame for each included read length for both human and mouse.

### Codon enrichment

The number of codon occurrences were counted separately for each ribosome-protected codon position and converted into a fraction of the total number. Normalized codon counts were obtained by dividing the codon fraction at a specific position by the mean fraction across all nine positions. Significant differences in normalized codon enrichment were calculated using Student’s *t* test using the four biological replicates per cell state. The *p* values were corrected for multiple testing using FDR correction. The figures are showing the signal across pooled replicates.

### GO term analysis

Coding sequences were downloaded from the consensus CDS project. GO relations (go-basic.obo) were downloaded from the Gene Ontology Project (http://www.geneontology.org) and parsed using the Perl module GO::Parser. Relative codon frequencies were calculated per gene and then averaged per GO term. Only GO terms with at least 40 genes were considered. The PCA analysis was performed in *R* using the method *princomp* using the correlation matrix.

## Additional files

Additional file 1: **Figures S1 to S5.** Including figure legends.

Additional file 2: **Table S1.** RNA-seq and Ribo-seq data in the four replicates of self-renewing (self) and differentiating (diff) human embryonic stem cells.

Additional file 3: **Table S2.** Gene enrichment analyses (EnrichR) identifies highly expressed genes in tissues derived from all three germ layers using ARCHS4 enrichment tool.

Additional file 4: **Table S3.** Distribution of hetADAT targets at ribosome covered codons in (a) differentiated versus self-renewing hESCs. The A-site is highlighted in yellow and (b) differentiated embryoid bodies (EB) versus self-renewing mESCS. The A-site is highlighted in yellow.

Additional file 5: **Table S4.** tRNA sequencing in self-renewing and differentiated (5 days) human embryonic stem cells.

Additional file 6: **Table S5.** tRNA sequencing to quantify inosine levels in differentiated (diff) and self-renewing (self) human embryonic stem cells.

## Data Availability

The sequencing data used in our study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through the GEO accession number GSE123611 [84].

How the deposited data were processed for this re-analysis (not part of the article)

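RNA-seq and Ribo-seq of H9 hESCs were analysed in 16 libraries, 4 replicates of self-renewing (day 0) and 4 of differentiating cells (day 5 of 1 µM RA) in each assay. The deposited tables hold raw counts per gene without normalization. According to the authors, these counts were made by adapter trimming, alignment to hg38 with Tophat2 and the GENCODE 23 transcripts without multi-mapping alignments, and counting on the sense strand with featureCounts at a mapping quality of at least 20. RNA-seq counts cover exons and leave out chimeric fragments and those with a single mapped end, and Ribo-seq counts cover coding sequences after removal of rRNA and tRNA reads. The RNA-seq table has 60619 genes and 2 columns per replicate, taken as 2 runs of one library and summed. The chi-square per degree of freedom between the 2 columns was 1.04 to 4.87. The highest, in self-renewing replicate 3, exceeded the lowest between separate RNA-seq replicates (4.44). The Ribo-seq table has 20276 genes. Every column of values was matched to a sample.

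Depth differed between assays, with medians of 28104282.5 and 21145802.5 counts in self-renewing and differentiating RNA-seq libraries and 5935504 and 4669541.5 in Ribo-seq. The calls were tested on simulated data, drawn from the mean levels and library sizes, in which some genes changed by 1 on the log2 scale. Of 194 such genes in RNA-seq, edgeR recovered 89.7%, of 196 in Ribo-seq 92.9%, and of 199 in the ratio 73.9%. Of its calls, 6.95% were false in RNA-seq, 5.70% in Ribo-seq and 4.55% in the ratio. The same spread was set for all genes and few genes changed, while most tested genes changed in the real libraries of each assay. The simulation therefore tests neither the scaling nor the real spread between replicates.

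Counts were scaled by TMM within each assay and tested for the difference between states with edgeR 4.0.16 (glmQLFit and glmQLFTest, genes kept by filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. No block was used for the replicate numbers. The Ribo-seq to RNA-seq ratio was tested as the interaction of assay and state over all libraries. DESeq2 1.42.0 was an alternative. Correlations between libraries used log2(CPM + 1). Families were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Camera tests a set against the other genes, whereas fry tests it against no change. The families were HOX genes, cytosolic ribosomal protein genes, ZNF genes and the nnC-high genes. Other splits of the 8 libraries of an assay into 4 and 4 make 35 in all. Values outlying among 4 replicates were sought with Dixon's criterion at 0.829. Python 3.11 with pandas 2.3.3 prepared the tables and matplotlib 3.10.9 drew the plot.

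The annotation was GENCODE 44 on GRCh38, since GENCODE 23 was not available, and 56434 RNA-seq and 19942 Ribo-seq genes were matched to it by identifier. Codon frequencies came from the longest complete consensus coding sequence of 19194 genes and were averaged over genes. The nnC-high genes were those with over 28.4% of the 8 hetADAT-dependent codons. Random lists numbered 10000 and were drawn with a fixed seed.

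Genes named in the text are those that the paper names in its text or in Figs. 1b to d and 6, and those with the 3 largest rises and falls in each assay and the 3 highest and lowest ratios, among protein-coding genes past the threshold with a mean of at least 100 counts in both assays. The rises and falls also had to pass it in both assays. Some genes that this rule covers are not reported here. This rule, the main tests and most alternatives were fixed before the data were examined. The alternatives covered the scaling, the filter on low counts (none, or means of at least 10 or 100 counts), the thresholds (2-fold, an adjusted p-value under 1e-10, glmTreat against a 1.5-fold change), pseudocounts of 1 and 0.1, the reference genes for codons, the replicate number as a block, and each replicate left out in turn. Lists of the 500 genes with the smallest p, 2-fold lists against tested genes, and mRNAs with a 5′ terminal oligopyrimidine (TOP) motif were added after the values were seen, as were several tests of explanations in the closing section, which are named there. The gene counts of RNA-seq and Ribo-seq were the only data re-analysed, and RT-qPCR, embryoid bodies, codon positions on ribosomes, mouse data, tRNA sequencing and Western blots were not analysed here. Of the authors' Table S1, the copy at hand holds 1997 genes and leaves out 14001, so no overlap with it was tested.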

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

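The tests of undifferentiated cells, of unscaled counts, of a shared culture, of the scaling of ribosomal protein and ZNF genes, of TOP mRNAs, of uneven RNA-seq libraries and of the distance of ZNF genes over the splits, and the lists matched to distant long non-coding genes, were chosen only after the result was seen.

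Among 203 groups of 4 replicates, 18 held a library far from the other 3, where chance gives 10.15. Of these, 6 were named genes in Ribo-seq differentiating replicate 2, of which 5 are given here. In that library, PIM2 had 35.7 CPM (13.9 to 17.6 in the others), POU5F1 61.3, PRDM14 4.44 (0.849 to 1.27), and TDGF1 15.5 (3.80 to 4.67), while MEIS1 was lower at 163 CPM (239 to 244 in the others). The 7 pluripotency genes had a median of 2.01 times their level in the other differentiating libraries, but OTX2 (5.02 CPM against 4.65 to 6.15) and NR5A2 (0.773 CPM, from 4 counts, against 0.372 to 1.27) lay within the range of the others. In counts before any scaling, the 7 genes had a median of 2.09 times the mean of the others, against 1.04 for 7222 genes with a mean of at least 100 counts, which argues against depth or scaling. A share of undifferentiated cells would raise all genes of self-renewing cells alike. Genes nearly silent in the other differentiating libraries gained a median of 0.466% of their self-renewing level (36 genes, upper bound 1.75). With another cutoff for the fall, 68 such genes gained a median of 1.47%. By contrast, POU5F1 gained 10.8%, SOX2 8.44%, DNMT3B 13.9% and TDGF1 4.64%, and VIM changed by −0.887%. In RNA-seq, differentiating replicate 2 had 0.749 times the level of the others for the same 7 genes, which argues against one culture behind the libraries of that number. The design names no biological difference between replicates, and none beyond those above was tested.

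The remaining libraries that stood apart were spread over genes, assays and states. In differentiating cells, these were HOXB1 in Ribo-seq replicate 1 (169 CPM), LEFTY1 in RNA-seq replicate 3 (0.239 CPM, from 6 counts) and MT-CYB in RNA-seq replicate 1 (422 CPM). In self-renewing cells by Ribo-seq, they were FGF2 (105 CPM against 78.9 to 82.7), HES6 (6.23 against 11.5 to 12.2), SFRP2 (172 against 198 to 203) and TFAP2A (1.496 CPM, from 6 counts) in replicate 1, MYC in replicate 3 (198 against 115 to 126) and RBFOX3 in replicate 4 (9.21 against 7.60 to 7.73). By RNA-seq, RBFOX3 in replicate 3 (3.29 CPM) and SULF2 in replicate 1 (59.9 CPM) stood apart. The share of mitochondrial counts was 0.0616% in Ribo-seq self-renewing replicate 4 against 0.0413 to 0.0440 in the others. These are about as many as chance gives, and no explanation was tested for them.

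The Ribo-seq to RNA-seq ratio changed in 5591 genes by the test of the interaction. Of the 35 splits of the replicate numbers, 1 gave as many, the real one. Every other split mixes the states on both sides and gave 0 genes, so this comparison adds little to the test itself.

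Ribosomal protein genes changed differently in the assays, with a median log2 ratio of −1.73. All 76 tested genes were lower in Ribo-seq and 75 had a lower ratio past the threshold. For both Ribo-seq and the ratio, 1 of the 35 splits gave a camera p as small, the real one. Genes of the family with at most 6 annotated pseudogenes had a median of −1.73, and those with at least 20 had −1.78. This argues against a fall that depends on the number of pseudogenes. No group without pseudogenes was compared, so reads shared with them are not excluded. Lists of other genes matched on coding length and Ribo-seq counts had medians down to −0.15 at their 2.5% bound. The family's median came no closer to 0 than −1.63 under the 4 scalings of the ratio (with library size only), where all genes had 0.31. With 1 replicate left out, the family's median came no closer to 0 than −1.62. RPS16 and RPLP1 varied widely between differentiating RNA-seq libraries, but over the 16 pairs of single differentiating libraries the family's median came no closer to 0 than −1.54. The other technical explanations tested thus do not account for the pattern. A candidate explanation is a lower ratio of mRNAs that begin with a pyrimidine tract, since 590 other such genes had a median of −0.059 against 0.21 in matched lists (0.16 to 0.25). This is far less than the fall of the family, of which 58 genes have a tract. The 16 other TOP mRNAs had a median of −1.48, but this list was written after most of its values had been seen, so a TOP effect stays open. Mitochondrial ribosomal protein genes had a median of −0.14, only −0.34 from all genes, so a fall of that size across ribosomal proteins of both kinds does not account for the whole pattern. The tract is a hypothesis found and tested on the same libraries.

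ZNF genes also differed between the assays, with a median log2 ratio of 0.39. Lists matched on third-position GC and coding length had medians up to an upper bound of 0.20, so these do not account for the whole difference. The lowest ZNF median over the 4 scalings of the ratio was 0.22 (with DESeq2, bootstrap interval over genes 0.18 to 0.24), where all genes had 0.026. The highest was 0.50 with library size only, where all genes had 0.31. A scaling moves all genes together, so the ZNF median alone cannot test it. The ZNF median lay above that of all genes under each scaling. A camera p as small came from 11 of the 35 splits for the ratio, 9 for RNA-seq and 10 for Ribo-seq. The 18 splits with 2 replicates of each state on either side gave 3 of these for the ratio, 2 for RNA-seq and 0 for Ribo-seq, and the remaining ones, the real split among them, keep all or part of the difference between the states. The camera p is thus weak evidence for the ratio and RNA-seq. By size, 1 of the 35 splits put the ZNF median as far from that of all genes in each of the 3 comparisons, the real one. For the ratio, the distance was 0.19 against at most 0.16 in the other splits. In the 18 splits with 2 replicates of each state on either side, it was at most 0.099. This argues against a grouping of libraries by chance as the whole cause, by a narrow margin for the ratio over all splits. What sets these genes apart between the states was not tested further.

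The nnC-high genes had a median log2 ratio of −0.017, below that of all genes. Of the 76 genes, 25.0% had changed more than 2-fold in either direction. Lists matched on the counts of both assays had an upper bound of 22.4% (one-sided permutation p = 0.0064), and lists matched on Ribo-seq counts and coding length 21.1% (p = 0.0034), which argues against low counts and short sequences as the whole cause. The share of lower genes alone had a one-sided permutation p of 0.0147. A dependence on codon content stays open and was not tested apart from other properties of these genes.

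The paper does not discuss long non-coding genes, of which 1948 of 2590 tested had changed in RNA-seq and 1502 (77.1%) were higher in differentiating hESCs. Among protein-coding genes, the share was 45.8%. Of the 35 splits of the RNA-seq libraries, 1 gave as many changed genes, the real one. Every other split mixes the states and gave 0 changed genes, so the share of higher genes could not be compared over the splits. The share was at least 76.3% under each scaling, and coding genes matched on mean count had an upper bound of 60.3%. Transcripts running on from neighbouring coding genes could raise it. Of the 231 changed genes over 50 kb from any coding gene, 65.4% were higher (Wilson interval 59.0 to 71.2), against 78.7% of the 1717 nearer ones. Coding lists matched to the distant genes had a bound of 64.1%, a narrow margin that lies within that interval. The distant genes thus argue only weakly against run-on transcripts as the whole cause, and such transcripts may account for part of the pattern. The state of the cells stays a candidate explanation.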

How the results depend on the processing

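Lists of the 500 genes with the smallest p and 2-fold lists against tested genes were chosen only after the result was seen, and all other alternatives before. For the main results, 379 values kept their direction and side of the threshold or moved by less than the replicate spread, 70 moved, 18 reversed, 12 became weaker and 6 stronger. For single genes, 1220 stayed, 7 reversed, 3 became weaker and 2 stronger. Unless the construction of an alternative shows it, the cause was not tested.

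Stricter thresholds give fewer genes by construction. In RNA-seq, glmTreat gave 9097 genes (4981 higher in differentiating, 4116 in self-renewing), the 2-fold threshold 7209 (4156 and 3053) and an adjusted p under 1e-10 gave 2227 (963 and 1264). With only the genes also tested in Ribo-seq, there were 9903 (5042 and 4861). In Ribo-seq, glmTreat gave 4749 (2647 and 2102), the 2-fold threshold 3723 (2196 and 1527) and 1e-10 gave 700 (447 and 253). For the ratio, the 2-fold threshold gave 1290 (911 and 379), and DESeq2 gave 2531 lower genes. Library size only moved the median of all genes to 0.14 in RNA-seq and changed the Ribo-seq split to 5532 and 3284. With each replicate left out, RNA-seq gave 14907 to 15491 genes, Ribo-seq 8487 to 8779 and the ratio 4525 to 5065. Of the 35 splits of the libraries, 1 gave as many genes in RNA-seq and 1 in Ribo-seq, the real one. The other splits mix the states and each gave 0 genes in both assays, so this adds little to the tests.

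The replicate number as a block gave 15044, 8823 and 5290 genes. Correlations of the deviations between libraries of one number ranged from −0.168 to 0.243, so the numbers do not pair the samples.

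The median correlation between replicates in RNA-seq was 0.993 with a pseudocount of 0.1 (0.996 to 0.997 with a replicate left out). In Ribo-seq it was 0.985 with that pseudocount, 0.987 without a log and 0.993 without a filter (0.988 to 0.990). Between states in RNA-seq it was 0.849 with that pseudocount, 0.975 without a log, 0.870 as Spearman's rho and 0.943 without a filter (0.885 to 0.892). In Ribo-seq it was 0.768, 0.731, 0.842 and 0.912, and 0.849 after the variance stabilizing transformation (0.823 to 0.828). The correlation of the fold changes was 0.815 as Spearman's rho, 0.942 for genes past the threshold in both assays and 0.898 for means of at least 100 counts (0.915 to 0.920).

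The share of genes with a ratio over 2-fold higher was 13.9% without a filter, 5.55% for means of at least 100 counts and 7.63% with the interaction test (8.54 to 9.86 with a replicate left out). The share of lower genes was 7.84% without a filter and 3.19% with the test (3.48 to 4.15). Among nnC-high genes, 23.3% were lower for means of at least 100 counts.

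Third-position GC relative to all coding genes reversed most often. In RNA-seq, the 2-fold threshold gave 1.78 points in differentiating and 3.75 in self-renewing cells, 1e-10 gave 0.980 and 1.48, and the 500 genes 1.92 and 1.95. In self-renewing cells, tested genes as reference gave 0.790 and DESeq2 −0.398, and leaving out a replicate gave −0.528 to 0.0848, with the reversal without replicate 4 and past the threshold without replicate 3. The range in differentiating cells was −1.88 to −1.14. In Ribo-seq, the 2-fold threshold gave 0.875 and 1.22, 1e-10 gave 2.73 and −1.26, tested genes gave 0.306 and −0.347, and the 500 genes 2.30 in differentiating cells (−1.67 to −1.15 and −2.65 to −1.86 with a replicate left out).

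The codon correlation between states in RNA-seq was 0.841 at 2-fold, 0.545 at 1e-10, −0.935 against tested genes, 0.759 for the 500 genes and 0.883 at 2-fold against tested genes (0.214 without replicate 4 to 0.557 without replicate 3). In Ribo-seq it was −0.088, −0.074, −0.957, −0.233 and 0.465, and 0.496 with codons pooled over genes (0.362 to 0.402). The reference of tested genes forces the lists apart, since most tested genes are in one of them.

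For families, an estimated correlation lost HOX in RNA-seq (median 6.42, adjusted p 0.103) and Ribo-seq (4.75, 0.0667), ribosomal protein genes in Ribo-seq (−1.54, 0.117) and ZNF in RNA-seq (0.30, 0.428), Ribo-seq (0.59, 0.0635) and the ratio (0.39, 0.269). Over all alternatives, these adjusted p ranged from 8.88e-10, 6.79e-09, 4.44e-26, 1.92e-05, 4.04e-08 and 1.25e-06 upward to those values. The nnC-high ratio (−0.017) was lost under an estimated correlation (0.447), and without self-renewing replicate 4 (0.020, 0.0643) or differentiating replicate 4 (0.093, 0.0917). Under fry, which tests against no change and not against the rest, the adjusted p was 0.820. Over all alternatives it ranged from 0.00601 to 0.820, with medians from −0.084 to 0.093. Ribosomal protein genes in RNA-seq (0.13) passed the threshold under fry (0.0113), with library size only (0.21, 0.0204) and without differentiating replicate 2 (0.15, 0.0339), with medians of 0.085 to 0.15 when a replicate was left out and adjusted p of 0.0113 to 0.755 over all alternatives. The nnC-high genes in RNA-seq (−0.14) passed it under fry (0.0161, range to 0.755).

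SULF2 in RNA-seq, near 0, reversed with DESeq2 (−0.016), with the block (−0.0085), without self-renewing replicate 2 (−0.0083), 3 (−0.012) or 4 (−0.0067) and without differentiating replicate 4 (−0.18), in a range of −0.18 to 0.11 with a replicate left out. Only without differentiating replicate 4 did it pass the threshold (adjusted p = 0.0443 from edgeR). ADAT1 in Ribo-seq reversed with library size only (0.038).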

Differences from the paper's values

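The 2-fold threshold with only tested genes as reference was chosen only after the result was seen. Between the states, r was 0.875 to 0.892 in RNA-seq against the paper's 0.85 to 0.88, and 0.803 to 0.837 in Ribo-seq against the paper's 0.70 to 0.77. Of the alternatives set before the data were examined, CPM without a log reached both values in Ribo-seq (0.700 and 0.767) and Spearman's rho the higher one in RNA-seq (0.877). None had the paper's lower value as its lowest r in RNA-seq, which a pseudocount of 0.1 took below it (0.835 to 0.858) and the others left above it. Between replicates, the lowest r in Ribo-seq was 0.985 against the paper's 0.98. This is at the limit of rounding to the paper's 2 decimals. A pseudocount of 0.1 (0.980) and CPM without a log (0.984) lay within that rounding, leaving out any self-renewing replicate (0.985 each) hardly moved the value but put it just within, and the other alternatives did not.

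Among nnC-high genes, 13.2% had a more than 2-fold lower ratio, against the paper's 7.1%. Without replicate 1 (11.7%) or 4 (12.0%), the difference was within the interval of the share, and with the top 5% of the coding sequences the share was 8.59%. With the top 1%, the share of 13.5% was farther from the paper's, and only the wider interval of 52 genes reached it. The other alternatives did not close the gap. The label of Fig. 6h gives the ratio of differentiating over self-renewing cells, while the text speaks of enhanced and repressed translation. Read in the opposite direction, the paper's 13.5% would stand beside 13.2% and its 7.1% beside 11.8% (interval 6.36 to 21.0), and neither pair would differ.

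Codons ending in C had a mean log2 enrichment of −0.053 and −0.12 in genes upregulated in differentiating and self-renewing hESCs by Ribo-seq and −0.063 and −0.039 by RNA-seq, where Fig. 2 shows about 0.15 in each, read by eye. An adjusted p under 1e-10 closed the gap for Ribo-seq in differentiating cells (0.095), and the 2-fold threshold for RNA-seq in self-renewing cells (0.094). The other alternatives set before the data were examined did not. The 2-fold threshold with only tested genes as reference, which was chosen after seeing the values, gave 0.12 and 0.092 by Ribo-seq and 0.11 and 0.15 by RNA-seq in differentiating and self-renewing cells, within the spread between codons of the value in the figure in each group. The paper states that the enrichments of both groups were highly similar, whereas r was 0.413 by Ribo-seq. It also states that no specific amino acid was enriched, whereas lysine was at 0.19 in genes upregulated in self-renewing hESCs by Ribo-seq, where cysteine was depleted at −0.35.

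For STAT3 in RNA-seq, the log2 fold change was −1.09 against −1.16 in the paper's Table S1 with its sign turned to the same direction. The paper's value lies within 2 standard errors (0.055 each) of this estimate, but farther from it than the spread between replicates. DESeq2 (−1.12), and leaving out self-renewing replicate 1 (−1.13) or 4 (−1.12) or differentiating replicate 1 (−1.12), narrowed the gap to within that spread without reaching the paper's value, and the other alternatives did not. The paper states that markers of mesoderm were expressed after RA. The 3 mesoderm markers of Fig. 1b were lower in differentiating hESCs, as that figure also shows. A lower level is not an absence of expression, and other mesoderm genes were not tested as a group. The paper's statement on germ layers also rests on an enrichment analysis (Table S2) that was not repeated here.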

Other observations

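The test of ADAT2 counts was chosen only after the result was seen. The paper measured the hetADAT enzymes, ADAT2 and ADAT3, by RT-qPCR (ADAT2) and Western blotting in hESCs and by Ribo-seq in mouse cells. It reports that ADAT2 mRNA and the protein of both fell with differentiation of hESCs. In mouse cells their translation was also lower, significantly so only in embryoid bodies. In RNA-seq of hESCs, ADAT2 had 16.2 ± 0.385 CPM in self-renewing and 17.8 ± 2.79 CPM in differentiating hESCs (SD, n = 4), a log2 fold change of 0.14 (adjusted p = 0.197 from edgeR's quasi-likelihood test). It passed the threshold with library size only (0.0483) and without differentiating replicate 4 (0.0388). The lower 95% bound was −0.098 and the upper 0.38, so too few counts to see a 2-fold fall is not a likely reason for the similar levels. In Ribo-seq, the log2 fold change was −0.23 (adjusted p = 0.303 from edgeR). ADAT1, which is not part of hetADAT, had −0.41 in RNA-seq (adjusted p = 0.00013 from edgeR) and −0.15 in Ribo-seq (0.405). ADAT3 had 0.62 in RNA-seq (adjusted p = 0.0170 from edgeR), which was not past the threshold without self-renewing replicate 2 (0.0507) or 4 (0.0674) or differentiating replicate 2 (0.0741), and 0.81 in Ribo-seq (0.00325). Its mean counts were only 38.4 in RNA-seq and 20 in Ribo-seq. The fall that the paper reports for ADAT2 mRNA was thus not seen in this RNA-seq, and ADAT3 was higher in both assays. Neither assay measures protein, and the Western blots were made at other times of differentiation.

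The tested HOX genes rose in both assays, and 1 of the 35 splits gave a camera p as small in RNA-seq and 1 in Ribo-seq, the real one. Most of them passed the filter only by rising between these states, so this comparison is not independent of the choice of genes. Reads shared between paralogs could raise several at once. At most 3.52% of the 30-base windows in the coding sequence of a tested HOX gene recur in another HOX gene, which argues against this. The rise under RA is a candidate explanation that the design names. It was not tested apart from the removal of FGF2, a possible difference in medium or the days in culture.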
